A study of Homo sapiens with 8 samples.

How the data were processed

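Polyadenylated RNA was measured in 8 libraries of HCT116 cells with dTAG-tagged NUDT21, 4 given DMSO and JTE-607 and 4 given dTAGV1 and JTE-607, per the titles of the samples. RNA was extracted with Trizol and libraries were made with a Lexogen forward 3' mRNA-Seq kit, per the labels' protocols. The deposited values are raw read counts per gene, as whole numbers, in the layout that the STAR aligner writes: 4 summary lines (unmapped, multimapping, no feature, ambiguous) and then 78932 Ensembl gene IDs with 3 count columns. The version of STAR, the genome build, the annotation release, read trimming and the handling of duplicates are not given in the sources used here. Molecular identifiers are not mentioned, so reads of 1 molecule may have been counted more than once.

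Counts on the strand of the read were used, the strand this forward kit gives, with 10.5% to 10.8% of stranded gene counts on the opposite strand. The summary lines were kept out of library sizes and tests. Total reads were 8649238 to 9977205 per library, unmapped reads 20.4% to 30.3%, mapped reads 6228461 to 7889997, and gene counts 3447842 to 4291256. Symbols came from a table of gene names, which gave 42233 IDs a symbol, and all 526 symbols of the written lists were matched. Gene positions, types, lengths, 3' UTRs and transcript ends came from GENCODE 29 (GRCh38), which held 57356 of the IDs. It is an older annotation than the one the files use, so classes cover only the genes in it. TGTA counts, 3' UTR length and GC content were taken from the longest protein-coding transcript of protein-coding genes, a narrower reading of the longest transcript named in the design.

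Gene counts were compared with R 4.3.3 and edgeR 4.0.16: genes were kept by filterByExpr, libraries scaled by TMM factors (0.962 to 1.04), and groups compared with the robust quasi-likelihood F test with no covariate. P-values were adjusted by the Benjamini-Hochberg method, with a threshold of 0.05. The standard error printed beside a log2 fold change is its size divided by the square root of F. CPM values are counts divided by the TMM-scaled library size, times 1e+06. The common biological coefficient of variation was 8.95%. Gene lists and annotation classes were tested with camera in limma 3.58.1 on log2 CPM with a prior count of 2 and a preset inter-gene correlation of 0.01, adjusted over 23 lists or 9 classes. The calls were repeated with an estimated correlation, with which 0 lists and 1 class passed. 2 lists had an unadjusted p under 0.05 in that test. Of 24 fixed lists, 1 had too few tested members. Shares of reads were compared by exact two-sided permutation of the 8 libraries in 70 arrangements, for which 0.0286 is the smallest p. Genes detected were counted after drawing 3400000 reads per library.

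Tests, lists, alternatives and the rule for named genes were fixed before the data were examined. The rule names the CFIm subunits, NEAT1 and CCND1, the 10 protein-coding genes with the largest log2 fold change in each direction among called genes with a mean of at least 10 CPM and no overlap between groups, the 5 called genes with the lowest p in each direction under the same conditions, and up to 4 called members per list with the largest changes and a mean of at least 5 CPM, or the member with the lowest p where none was called. It gave 116 genes, of which 115 were called; the values of some of them are not reported here.

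On simulated counts for the comparison of dTAGV1 with DMSO, over 12502 tested genes, the test recovered 85 of 100 genes changed by 1 on the log2 scale and 54 of 100 changed by 0.5. Of its 152 calls, 13 were false, or 8.55%, above the nominal rate. Only these genes were changed in the simulation, far fewer than the 7302 of 12618 called in the data. Adjusted p-values depend on that share, so the recovered and false shares need not hold for the data. Within groups, pairs of libraries differed by more than counting noise (chi-square over degrees of freedom 1.82 to 5.09), so no library was treated as a duplicate. Alternatives were DESeq2 size factors, library size alone, the DESeq2 1.42.0 Wald test, no filter beyond 1 count, a filter of 5 CPM in 4 libraries, unstranded counts, the replicate number as a block, each library left out, an estimated correlation, readthrough distances of 1 and 20 kb, and motif windows of 60 and 200 bases. Removal of the GC trend and 12 gene families were added after the data were seen.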

Results

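RNA was measured in HCT116 cells, a human colorectal cancer line, whose NUDT21 protein carried a dTAG degron. NUDT21 is the subunit of cleavage factor Im (CFIm) that binds the UGUA motif upstream of poly(A) sites. The degrader dTAGV1 brings dTAG-tagged proteins to the VHL ubiquitin ligase. All 8 libraries came from cells that also received JTE-607, an inhibitor of the endonuclease CPSF3, which cuts pre-mRNA at the poly(A) site. In 4 libraries JTE-607 was combined with DMSO and in 4 with dTAGV1, so the comparison asks which transcripts differed on degrader treatment in cells under JTE-607. Cells without JTE-607 and untagged cells given dTAGV1 were not analysed here, so the effect of either compound alone could not be separated. The libraries were 3' end libraries, in which a read marks the end of a polyadenylated transcript. Between 3447842 and 4291256 reads per library were assigned to genes.

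The NUDT21 transcript was lower in every dTAGV1 library than in every DMSO library. NUDT21 (ENSG00000167005, minus strand of chromosome 16, 56429133 to 56452199 in GRCh38, GENCODE 29) had 32.2 ± 2.81 CPM, counts scaled to library size, with DMSO (SD, n = 4) and 8.25 ± 2.62 CPM (SD, n = 4) with dTAGV1. The log2 fold change was -1.95 (SE 0.18), with an adjusted p of 1.36e-09 in edgeR's quasi-likelihood test. Single libraries ranged from 28.4 to 35.0 CPM with DMSO and from 4.42 to 10.2 CPM with dTAGV1. The degrader acts on the protein, so this transcript does not check the labels, and the protein was not measured. CPSF6 and CPSF7, the larger CFIm subunits, fell as well. CPSF6 had 109.6 ± 1.84 CPM with DMSO and 70.7 ± 1.14 CPM with dTAGV1 (SD, n = 4 each), and its log2 fold change was -0.63 (SE 0.08). CPSF7 changed by -0.32 (SE 0.09) with an edgeR adjusted p of 0.00519. The 3 genes passed as a list (camera adjusted p = 0.0376), but not with an estimated correlation (adjusted p = 0.300), and not without dTAGV1+JTE-607 replicate 2, when the median of -0.63 was -0.64.

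**Figure D1:**
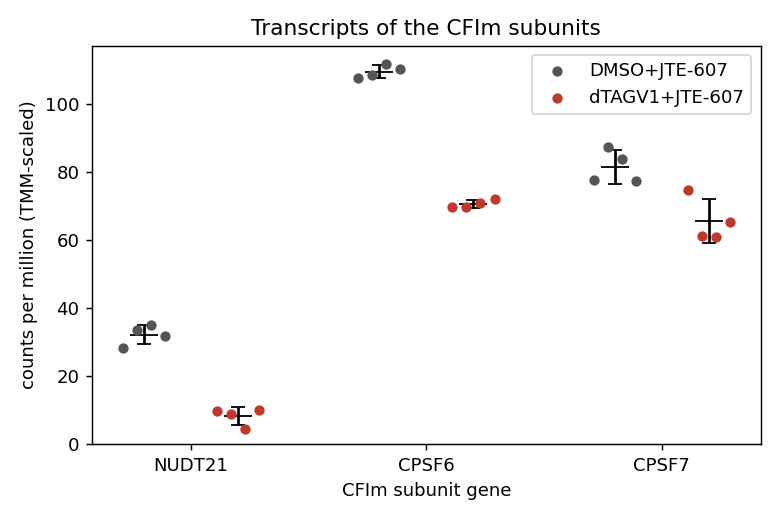
CPM, scaled by TMM factors, of the 3 CFIm subunit genes in each library. Points are libraries, horizontal bars the mean and whiskers the SD of 4 libraries. NUDT21 lay between 28.4 and 35.0 CPM with DMSO and between 4.42 and 10.2 CPM with dTAGV1.

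Among the 21 measured cleavage and polyadenylation factors outside CFIm, 8 rose and 6 fell, the same counts as when adjusted over the list alone, and the list did not pass (camera adjusted p = 0.784, median log2 fold change -0.01, mean 0.07). The scaffold gene SYMPK fell by 0.86 on the log2 scale (SE 0.14), and CSTF2T, a CstF subunit gene, fell by 0.55 (SE 0.15). PCF11, a termination factor gene, rose by 0.55 (SE 0.07) and CPSF1 by 0.69 (SE 0.16). The 10 genes known to switch poly(A) sites on NUDT21 loss also went both ways, with 3 higher and 4 lower, over all genes as over the list alone (camera adjusted p = 0.784). CCND1, which encodes cyclin D1, fell by 0.74 on the log2 scale (SE 0.08), from 669 ± 57.6 to 402 ± 33.5 CPM (SD, n = 4 each), and by 0.41 on unstranded counts. RYBP rose by 0.86 (SE 0.21) and VMA21 by 0.47 (SE 0.09). Counts per gene do not show which poly(A) site a read came from, so site choice could not be measured.

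Across the transcriptome 7302 of 12618 tested genes differed (edgeR quasi-likelihood test, Benjamini-Hochberg adjusted), 3710 higher and 3592 lower with dTAGV1. A change of at least 2-fold was seen for 928 of the higher and 1165 of the lower genes. Values were scaled within the libraries, so all rises and falls given here are relative to the other transcripts. A shift of all transcripts together would not be seen. The even split depends on the scaling, as 43.8% of calls were higher with library size alone. In 6423 genes, 50.9% of those tested, the 4 libraries of one group did not overlap the 4 of the other, where chance gives 2.86%. The first principal component held 74.0% of the variance and separated the groups. Labels do not say that the replicates came from separate cultures, so p-values measure the spread between these samples, which may be technical. Without a filter on low counts, the numbers changed at least 2-fold were 1505 higher and 1772 lower.

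The largest rise among protein-coding genes chosen by the rule on expression and overlap was that of the serine protease gene PRSS23 (chromosome 11, 86791059 to 86952910, GRCh38), from 5.53 ± 1.20 to 66.9 ± 13.4 CPM (SD, n = 4 each), a log2 fold change of 3.59 (SE 0.18). Other large rises were those of IL20RB, SPX, BIRC3, GCNT3, MSH4, GARIN1A, TLR3 and DEPP1, with log2 fold changes from 3.17 to 2.77. The largest fall was that of the dehydrogenase gene DHRS2 (chromosome 14, 23630115 to 23645639, GRCh38), from 657 ± 185 to 55.3 ± 25.4 CPM (SD, n = 4 each), a log2 fold change of -3.55 (SE 0.40). EPPK1, ADAM19, CENPI, PCLAF, ACBD7, WNT16, RTL6, TNS4 and NFIB followed, from -3.50 to -2.58. The lowest p-values among higher genes were those of the complement regulator CD55 (log2 fold change 2.27, SE 0.08), the urokinase gene PLAU (1.96, SE 0.08), RGS2 (2.23, SE 0.09), the prolyl hydroxylase gene P4HA1 (1.79, SE 0.08) and SEL1L (1.91, SE 0.08). Among lower genes they were those of the metalloprotease gene ADAM19 (-3.13, SE 0.12), the haem synthesis gene CPOX (-2.22, SE 0.09), ANP32E (-2.12, SE 0.09), the phosphatase subunit gene PPP1CB (-2.19, SE 0.10) and the quinone reductase gene NQO1 (-1.63, SE 0.07).

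Genes of the cell cycle fell together. Of 35 measured genes of DNA replication and S phase, 33 fell and 1 rose, with a median log2 fold change of -1.29, and of 34 genes of mitosis and G2/M, 33 fell and none rose, with a median of -1.35. The counts adjusted over the list alone were the same. CCNE1 (cyclin E1) fell by 2.00 on the log2 scale (SE 0.21), the transcription factor gene E2F1 by 1.98 (SE 0.22) and CLSPN by 1.68 (SE 0.14). The exception was CHAF1B, a subunit gene of the histone chaperone CAF-1, which rose by 1.75 (SE 0.12). CDC20, an activator of the anaphase-promoting complex, fell by 2.01 (SE 0.17), ECT2 by 1.89 (SE 0.12), the kinase gene AURKB by 1.86 (SE 0.22) and BUB1B by 1.71 (SE 0.18). Both lists passed camera with the preset correlation (adjusted p = 1.28e-09 and 8.37e-11), but with an estimated correlation the adjusted p was 0.300 for S phase and 0.422 for G2/M.

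Targets of p53 rose in 15 and fell in 4 of 28 measured genes, also adjusted over the list alone (median 0.26, camera adjusted p = 0.0180; adjusted p = 0.464 with an estimated correlation). The cytokine gene GDF15 rose by 1.95 (SE 0.25), TP53I3 by 1.09 (SE 0.16), the cyclin-dependent kinase inhibitor gene CDKN1A by 1.03 (SE 0.09) and SESN1 by 0.97 (SE 0.14). NF-kappaB and inflammatory genes rose in 9 and fell in 1 of 15, also adjusted over the list alone (median 1.09, camera adjusted p = 0.00200; adjusted p = 0.300 with an estimated correlation). The median was 0.70 under a filter of 5 CPM in 4 libraries. BIRC3 rose by 2.96 (SE 0.27), TNFAIP3 by 2.27 (SE 0.30), BCL3 by 1.51 (SE 0.15) and the inhibitor gene NFKBIA by 1.47 (SE 0.13).

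Chaperones of the endoplasmic reticulum and the unfolded protein response rose in 13 and fell in 1 of 20 genes, or 15 and 2 adjusted over the list alone (median 0.55, camera adjusted p = 4.92e-04; adjusted p = 0.300 with an estimated correlation). SEL1L, part of the degradation machinery of that compartment, rose by 1.91 (SE 0.08), DNAJC3 by 1.14 (SE 0.09), DNAJB9 by 1.07 (SE 0.13) and the transcription factor gene XBP1 by 0.92 (SE 0.10). Heat shock chaperones fell in 10 and rose in none of 15, also adjusted over the list alone (median -0.48, camera adjusted p = 0.00575, or 0.425 with an estimated correlation). DNAJB1 fell by 1.10 (SE 0.11), FKBP4 by 1.08 (SE 0.08), HSP90AA1 by 0.93 (SE 0.07) and HSPA8 by 0.81 (SE 0.21).

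Cytosolic ribosomal protein genes rose in 58 and fell in 4 of 79, or 64 and 4 adjusted over the list alone (median 0.26, camera adjusted p = 5.37e-05; adjusted p = 0.425 with an estimated correlation). RPS19 rose by 0.60 (SE 0.07), RPS27 by 0.59 (SE 0.08) and RPSA by 0.54 (SE 0.08), while RPL22 fell by 0.82 (SE 0.11). Mitochondrially encoded mRNAs rose in 7 of 13 and fell in none, also adjusted over the list alone (median 0.33, camera adjusted p = 0.0133; adjusted p = 0.300 with an estimated correlation). MT-ND2 rose by 0.79 (SE 0.07), MT-ND3 by 0.66 (SE 0.06), MT-ATP6 by 0.61 (SE 0.07) and MT-ND1 by 0.52 (SE 0.07). Both groups have many pseudogene copies, so their counts are uncertain where reads could have been shared.

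Cholesterol synthesis genes fell in 14 and rose in 1 of 20 (median -0.59, camera adjusted p = 0.00358; adjusted p = 0.425 with an estimated correlation). INSIG1 fell by 1.15 (SE 0.25) and MVK by 0.94 (SE 0.24). Wnt/beta-catenin targets fell in 10 and rose in 1 of 13 (median -0.68, camera adjusted p = 0.0282; adjusted p = 0.300 with an estimated correlation). TCF7 fell by 1.99 (SE 0.21), DKK1 by 1.00 (SE 0.11) and RNF43 by 0.96 (SE 0.14), and the adhesion receptor gene CD44 rose by 1.26 (SE 0.07). DKK1 and RNF43 encode inhibitors of the pathway. SR proteins and hnRNPs fell in 21 and rose in 3 of 31 (median -0.42, camera adjusted p = 0.00393; adjusted p = 0.300 with an estimated correlation). HNRNPD fell by 0.88 (SE 0.07), HNRNPLL by 0.71 (SE 0.21) and HNRNPDL by 0.69 (SE 0.07), while PTBP2 rose by 0.79 (SE 0.10). For these 3 lists the counts adjusted over the list alone were the same.

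**Figure D2:**
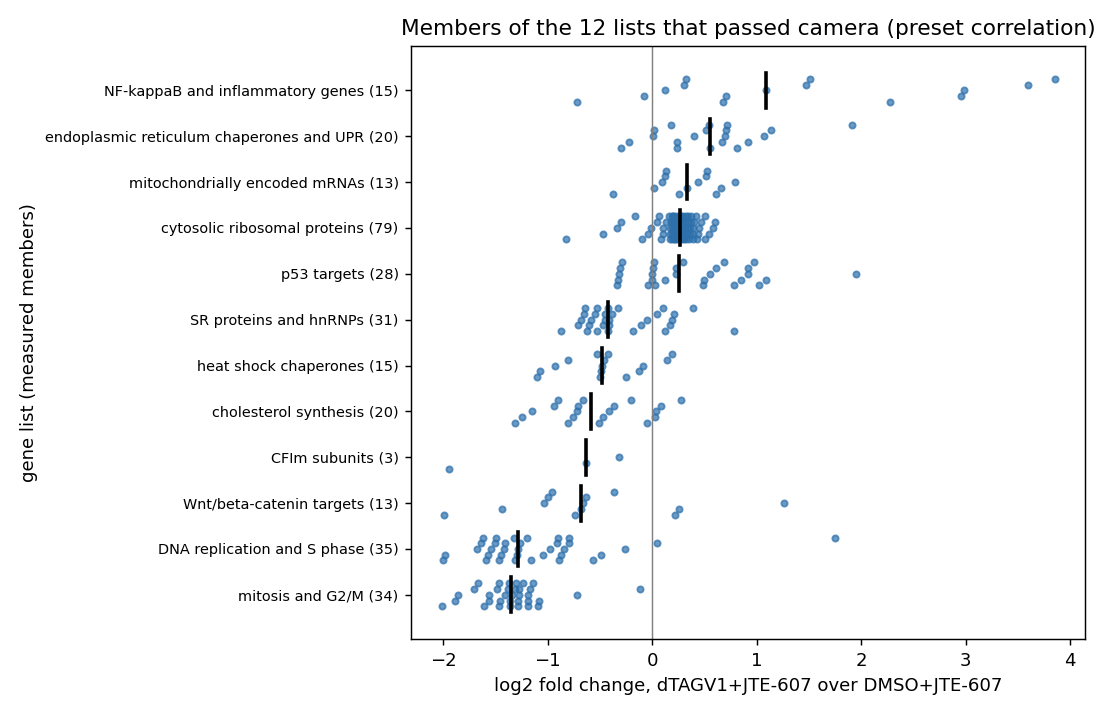
Log2 fold changes, dTAGV1+JTE-607 over DMSO+JTE-607, of the members of the 12 lists that passed camera with the preset correlation. Each point is a gene, its height within a list carries no meaning, and black bars are list medians. The 2 cell cycle lists have medians of -1.29 and -1.35, and none of the 12 lists passed with an estimated correlation.

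The other 11 lists did not pass. Interferon-stimulated genes were higher in 12 and lower in 3 of 23 (camera adjusted p = 0.111, median 0.33), with IFIT2 up by 2.76 (SE 0.17), IFIT3 by 1.53 (SE 0.18) and IFITM3 by 1.46 (SE 0.09), and OAS3 down with a log2 fold change of -1.62 (SE 0.13). Hypoxia-inducible factor targets were higher in 11 and lower in 3 of 26 (camera adjusted p = 0.147), with P4HA1 at 1.79 and BHLHE40 at 1.72 while PFKFB4 fell by 2.00 (SE 0.26). ATF4 targets of the integrated stress response were higher in 10 and lower in 4 of 23 (camera adjusted p = 0.221), led by CHAC1 at 1.49 (SE 0.34), ATF3 at 1.43 (SE 0.11), DDIT3 at 1.35 (SE 0.15) and DDIT4 at 1.29 (SE 0.11). Immediate-early and short-lived transcripts were split, with 12 higher and 11 lower of 30 (camera adjusted p = 0.784), JUN at 1.23 (SE 0.09), EGR1 at -1.41 (SE 0.19) and KLF2 at -1.35 (SE 0.20). Replication-dependent histones were split 5 to 5 among 20 (camera adjusted p = 0.914, median -0.10, mean 0.12), with H2BC4 at 2.10 (SE 0.14), H2BC5 at 1.35 (SE 0.12), H2BC21 at -1.10 (SE 0.19) and H1-4 at -0.80 (SE 0.19). Of 62 listed histone genes 42 were not tested, and only polyadenylated RNA was measured. The split therefore describes the 20 tested genes and not histone transcripts as a whole. The interferon list passed without DMSO+JTE-607 replicate 1 (median 0.39), without dTAGV1+JTE-607 replicate 4 (0.37) and without a filter on low counts (0.33), and the hypoxia list passed without that filter (0.23). For these 5 lists the counts adjusted over the list alone were the same.

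Of 12 nuclear long noncoding RNAs 7 were higher and 4 lower (camera adjusted p = 0.389). NEAT1, the scaffold of paraspeckles, rose from 576 ± 78.9 to 1298 ± 177 CPM (SD, n = 4 each), a log2 fold change of 1.17 (SE 0.10), and TUG1 by 0.93 (SE 0.08), while NORAD fell by 1.41 (SE 0.14) and MIR17HG by 0.85 (SE 0.23). Small nucleolar RNA host genes were higher in 8 and lower in 3 of 22 (camera adjusted p = 0.389), with SNHG8 at 0.96 (SE 0.09) and SNHG4 at -1.07 (SE 0.15). For both lists the counts adjusted over the list alone were the same. ZNF zinc finger genes were higher in 81 and lower in 35 of 295, or 75 and 35 adjusted over the list alone (camera adjusted p = 0.111), with ZNF608 at 2.61 (SE 0.15) and ZNF319 at -1.91 (SE 0.25). Intestinal differentiation markers were higher in 2 and lower in 2 of 7, or 2 and 3 adjusted over the list alone (camera adjusted p = 0.673, median -0.21, mean 0.21), with CEACAM1 at 2.99 (SE 0.38), or 1.90 on unstranded counts, and the keratin gene KRT19 at -0.65 (SE 0.07). Of 20 markers of fibroblasts, endothelium and leukocytes only COL1A1 had enough counts to be tested, at -0.32 (SE 0.16, edgeR adjusted p = 0.0917). All 20 together held 336 of 15308828 gene counts in the 4 DMSO libraries and 242 of 14938519 in the 4 dTAGV1 libraries.

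Classes of genes by annotation were compared because NUDT21 binds UGUA and CPSF3 makes the 3' end. The 661 genes with 3 or more TGTA in the last 100 transcript bases had a median log2 fold change of 0.03 against -0.03 in the other genes (camera adjusted p = 0.599), and the 4628 genes without TGTA had -0.03 against -0.01 (camera adjusted p = 0.738). Genes starting within 5 kb downstream of another tested gene on the same strand had a median of -0.04 against 0.01 (camera adjusted p = 0.661). Neither the shortest nor the longest 3' UTRs passed (camera adjusted p = 0.599 and 0.538), nor did single-exon genes (0.294) or the shortest genes (0.153). The longest genes by quartile passed, with a median of 0.12 against -0.06 over 2658 genes (camera adjusted p = 0.0166; adjusted p = 0.0201 with an estimated correlation). Long noncoding RNAs had a median of 0.23 against -0.01 over 983 genes (camera adjusted p = 0.0521). They passed without DMSO+JTE-607 replicate 1, 2 or 4, with medians 0.26, 0.29 and 0.26 above those of the other genes. The number of classes passing varied from 0 to 2 with the processing, and the long-gene call was lost without a filter on low counts.

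The libraries also differed in where their reads fell. Reads in no annotated feature made up 28.7 ± 1.44% of mapped reads with DMSO and 32.7 ± 0.575% with dTAGV1 (SD, n = 4 each), and mitochondrial mRNAs 4.82 ± 0.134% and 5.75 ± 0.176% of gene counts. The 10 highest genes took 8.84 ± 0.189% and 9.91 ± 0.50% of gene counts, and multimapping reads 11.2 ± 0.234% and 10.8 ± 0.226% of mapped reads. The groups did not overlap in any of these 4 measures, and each had a two-sided exact permutation p of 0.0286, the smallest that 4 against 4 libraries allow. Adjusted over 7 measures this p was 0.05, which is not under the threshold of 0.05, so none of the 7 passed. With only 4 of 7 measures at the smallest p, no adjusted p could fall under the threshold. The lack of a pass is thus a limit of the test. Ambiguous reads (exact p = 0.114), reads on the opposite strand (10.6 ± 0.0782% and 10.7 ± 0.118%, exact p = 0.600) and genes detected (exact p = 0.8) had larger p-values. On unstranded counts, where 6 measures exist, 5 passed.

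**Figure D3:**
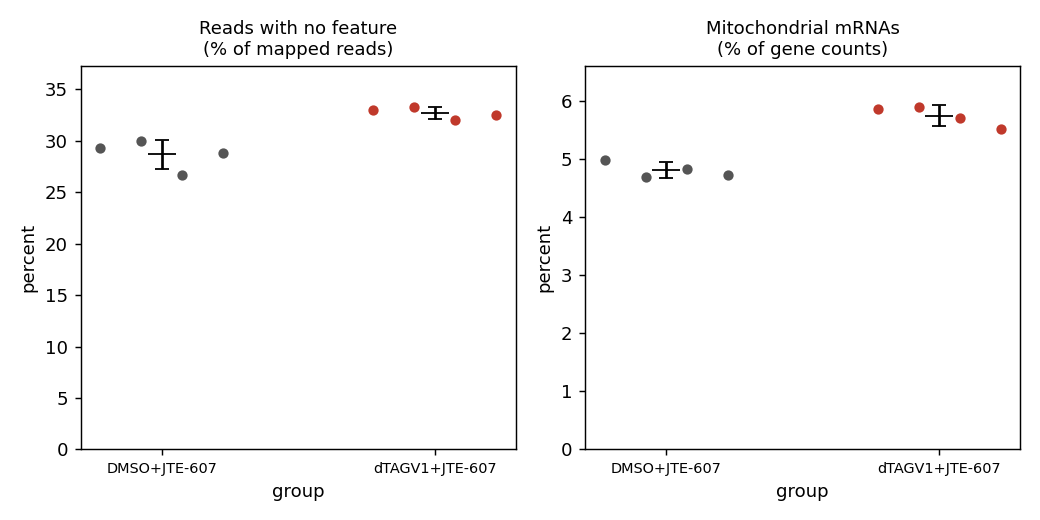
Share of mapped reads in no annotated feature, left, and of gene counts in mitochondrial mRNAs, right, in percent, per library. Points are libraries, horizontal bars the mean and whiskers the SD of 4 libraries. The dTAGV1 libraries lay above the DMSO libraries in both, with means of 32.7% against 28.7% and 5.75% against 4.82%, and neither measure passed after adjustment.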

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

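In 9 of 246 groups of 4 libraries, from 116 named genes and 7 shares of reads, 1 library lay far from the other 3, where chance gives about 12. Of the explanations weighed in this part, the bounds of the GC test of the cell cycle genes were set after the fold changes were seen but before that test was run, and the other tests were chosen after the result was seen.

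With DMSO, replicate 1 had 175.7 CPM of HSPA8 against 272.8 to 283.6 in the other libraries, 696.3 CPM of CD44 against 558.3 to 575.2, and 55.47 CPM of RPL22 against 66.77 to 68.84. Replicate 2 had 27.25 CPM of TNS4 against 23.75 to 24.23, and 47.27 CPM of XBP1 against 41.54 to 42.08. With dTAGV1, replicate 1 had 204.1 CPM of RGS2 against 255.9 to 265.8, and 168.1 CPM of ATF3 against 125.7 to 130.5. Replicate 2 had 8.458 CPM of MIR17HG against 5.913 to 6.186, and replicate 4 had 4.257 CPM of MVK against 7.552 to 8.220.

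The fall of S-phase and G2/M transcripts was weighed against 3 explanations. With the trend of fold change on the GC content of the last 200 transcript bases removed, the median of the 67 called members was -1.351, against -1.32 before, which argues against GC content as the whole cause. Under the other 2 scalings of the libraries the median was at most -1.319. The median of all tested genes was 0.015 with TMM factors, 0.0056 with DESeq2 size factors and -0.060 with library size alone. Such small shifts could hardly have changed the result. The choice among these scalings does not account for the fall, and other scalings were not tested. A p53 response remains open: CDKN1A rose by 1.025 and the p53 list was called higher with the preset correlation, as that explanation needs, though the list's adjusted p was 0.464 with an estimated correlation. The fall is therefore consistent with p53 activation as one hypothesis, and neither cell cycle phase nor p53 protein was measured; effects of dTAGV1 apart from the tagged protein were not tested.

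The NUDT21 transcript fell although the degrader acts on the protein. A general fall of 3' processing transcripts is argued against by the factors outside CFIm, whose median was -0.01075. A single mislabelled library is argued against by the other 12617 tested genes, over which 0 libraries correlated best with a library of the other group (r at least 0.978 within groups and at most 0.921 between them); this leaves open an exchange of all labels. Reads that moved out of the annotated exons, such as to another 3' end, cannot be told apart from a lower transcript level, because counts per gene hold no positions; the share of reads in no feature was higher by 4.041 percentage points over all genes.

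The higher share of reads in no feature was weighed as well. Genomic DNA is argued against by olfactory receptor genes with at most 100 reads in all, whose reads on both strands differed by -4.307 per 1e+06 mapped reads (SE 1.11), lower with dTAGV1. This test replaced an earlier one over all 381 receptor genes, which gave a difference of -11.0 but was void, since 67.4% of its reads lay on OR51B5. Depth is argued against by 3 dTAGV1 libraries with fewer mapped reads than the deepest DMSO library and a higher share than every DMSO library. A rise of noncoding transcripts could not be decided. Annotated long noncoding RNAs held a share of gene counts higher by 0.298 percentage points, or by 0.169 without NEAT1 and MALAT1. The first share was higher in every dTAGV1 library. These reads are assigned to genes, so they are not among the reads in no feature and explain none of the 4.04 points. Whether unannotated noncoding transcripts contributed cannot be read from them. Reads past gene ends that lie in no gene could not be counted.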

How the results depend on the processing

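NUDT21 stayed lower and called under every alternative, from -2.09 to -1.76 with 1 library left out. Counts of changed genes stayed between 6785 and 8073, and with library size alone 43.8% of calls were higher against 50.8%. Of 115 called named genes all kept call and direction, except that IFITM3 was not tested on unstranded counts, where 114 did; on those counts 27 of the 7302 genes reversed, while 6518 kept call and direction. Genes changed at least 2-fold numbered 3277 (1505 higher, 1772 lower) without a filter, which tests more genes. Gene lists passing were 11 to 14, but 0 with an estimated correlation. The CFIm list was lost without dTAGV1+JTE-607 replicate 2. Annotation classes passing were 2 with DESeq2 size factors, library size alone, the strict filter and unstranded counts, 0 without a filter, and 1 to 2 with each library left out. Long noncoding RNAs were the class gained; the cause was not tested. For composition, 0 of 7 measures passed, with 4 at an unadjusted exact permutation p under 0.05. On unstranded counts, which change some values and the number of measures, 5 of 6 passed. The multimapping share differed by -0.465 percentage points in both runs, so it passed through the adjustment and not through its values. The share of ambiguous reads differed by -0.53 percentage points against -0.07, and the cause of that was not tested. Without the GC trend, an alternative chosen after seeing the data, 21 lists had medians and no called list changed direction, and 3 lacked GC values. In 4 lists the median moved by more than the spread between libraries. Heat shock chaperones went from -0.48 to -0.32, SR proteins and hnRNPs from -0.42 to -0.47 and cytosolic ribosomal proteins from 0.26 to 0.36. Replication-dependent histones, which had not passed, went from -0.10 to 0.08. Set tests were not run with DESeq2.

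Replicate numbers did not pair the samples as a whole: deviations of equal numbers correlated at 0.131, -0.018, 0.023 and 0.034. The libraries numbered 1 were each other's best match across groups, so a factor shared by them is not excluded. With the replicate number as a block 7434 genes were called, 11 lists passed, as the CFIm list did not, and 2 classes passed.

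In counts simulated at this depth with 4 libraries per group, 54 of 100 genes changed by 0.5 on the log2 scale were recovered. Far fewer genes were changed in the simulation than were called in the data, so this recovery need not hold for the data. Depth was not varied.

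All 35 splits of the 8 libraries into 4 and 4 were run. Only the true split, 1 of 35, gave 7302 changed genes, and the highest other gave 0, as for the 2093 genes changed at least 2-fold. In every other split the groups mixed both treatments, which adds the treatment difference to the spread within groups and lowers the count. The share of 1 of 35 is also the smallest that these splits allow, so they do not exclude chance. For the 12 lists the true split was also the highest, 1 of 35, with 11 in the highest other. As many annotation classes came from 9 of 35 splits, with 1 in the true split and 4 in the highest other. The other splits that gave a class set 3 libraries of 1 treatment with 1 of the other, so they kept part of the treatment difference. Splits with 2 libraries of each treatment per group gave 0 classes and up to 5 lists, so lists can pass camera where the treatments are balanced. The splits do not settle the question, so chance is not excluded for the lists or the classes.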

Other observations

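Families beyond the fixed lists were chosen after their fold changes were seen, 12 in all, so their tests describe these data and are no independent evidence. Fanconi anaemia and BRCA genes, which repair DNA crosslinks and breaks, fell in 15 and rose in 2 of 20 (median log2 fold change -0.88, camera adjusted p = 2.38e-04), with BRCA1 at -2.40 (SE 0.23) and FANCD2 at -1.69 (SE 0.13). Centromere protein genes fell in 16 of 20 and rose in none (median -0.96, camera adjusted p = 2.38e-04), with CENPI at -2.81 (SE 0.23). CENPA, CENPE and CENPF of this family are also in the fixed list of mitosis and G2/M, so the 2 results share genes. Subunits of the chaperonin CCT fell in 7 of 8 (median -0.32, camera adjusted p = 0.0232), and COPI and COPII coat genes of vesicle transport rose in 12 and fell in none of 18 (median 0.56, camera adjusted p = 0.00161). The adjusted p of each of these 4 was 0.434 with an estimated correlation.

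The other 8 families did not pass camera with TMM scaling and the filter on low counts. Proteasome subunits were lower in 13 and higher in 1 of 34 (adjusted p = 0.0827), nuclear pore genes lower in 10 and higher in 3 of 20 (0.0827) and mitochondrial ribosomal proteins lower in 21 and higher in 10 of 70 (0.0992). Complex I subunits were higher in 11 and lower in 3 of 34 (0.231), EGF family ligands higher in 4 and lower in 1 of 6 (0.178), RNA polymerase I and nucleolar assembly genes lower in 15 and higher in 5 of 42 (0.231), vacuolar ATPase subunits higher in 5 and lower in 4 of 17 (0.586), and integrins higher in 5 and lower in 3 of 11 (0.780). With library size alone, proteasome subunits (median -0.25), nuclear pore genes (-0.36) and mitochondrial ribosomal proteins (-0.20) passed, and without a filter on low counts proteasome subunits (-0.23) and mitochondrial ribosomal proteins (-0.14) did.

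A hypothesis of a link between UGUA near the 3' end and the response was tested across 10628 genes, which are not independent replicates. The Spearman rho of TGTA count and log2 fold change was 0.025 (permutation p = 0.0081). It became -0.03103 (permutation p = 0.0020) once the GC trend of the 3' end was removed. TGTA count and GC content were themselves related (rho -0.306) and were taken from overlapping bases of the 3' end. Removing the trend may thus also remove an effect of the motif, so the positive relation cannot be assigned to either. The cause of the change of sign was not tested. The medians rose in order with the count, from -0.034 for genes with 0 TGTA to -0.028 with 1, 0.0020 with 2, 0.0037 with 3 and 0.12 for the 162 genes with 4 or more. Without the trend they were 0.041, -0.0085, 0.0043, -0.0036 and 0.077, which is not in order.

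A second hypothesis concerned long genes. The median of the longest genes by quartile lay 0.187 above that of the others, and 0.1299 above without the GC trend, between the bounds set before that value was seen, so GC content may account for part of the difference and the rest cannot be told apart from a GC effect by this test.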
